A study of Mus musculus with 12 samples. Its data were reported in "Transcriptomics Underlying Pulmonary Ozone Pathogenesis Regulated by Inflammatory Mediators in Mice" (2021).

How the data were processed

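Total RNA from the left lung of individual mice was hybridised to Affymetrix Mouse Genome 430 2.0 arrays, 1 mouse per array and 1 colour (biotin). The 12 arrays formed 4 groups of 3: wild-type mice in filtered air (WT-Air), wild-type mice after O3 (WT-O3), Nfkb1-deficient mice in filtered air (Nfkb1KO-Air) and Nfkb1-deficient mice after O3 (Nfkb1KO-O3). O3 was given at 0.3 ppm for 48 h, and groups were taken from the sample labels.

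The deposited values were signal intensities per probe set on a linear scale, which the authors had computed with the MAS5 algorithm in Affymetrix Expression Console. They had been scaled so that the trimmed mean of each array was 500, and were neither log transformed nor quantile normalised. The versions of both programs were not given. No detection calls were used, so the precision of a low signal was known only from the spread between arrays, and the number of arrays limits the precision of every value here. The table held 45101 probe sets. Of these, 64 were Affymetrix control probe sets and were set aside, a step the design written beforehand had not mentioned. The alternative that keeps them was added after the data were seen.

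Signals under 1 were set to 1, log2 transformed and quantile normalised between the 12 arrays. A probe set stayed if it lay above the 20th percentile of an array in at least 1 array, which left 42559 probe sets. This filter was modelled on the one described in the methods of the study. Over all 45101 probe sets, the annotation table gave 1 gene symbol for 34958, several symbols for 932 and none for 9211. Probe sets with 1 symbol that passed the filter were used, and 34754 of all those with 1 symbol were found by gene number in the RefSeq table of assembly GRCm38.p6, which served only for gene names and for which genes neighbour each other. For the 8630 genes with several probe sets, the probe set with the highest mean over all arrays stood for the gene, giving 17569 genes. The annotation table named 0 probe sets for Nfkb1 itself. The level of the targeted gene was therefore not analysed here, and the genotype labels were not checked against it.

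Differential expression was tested with limma 3.58.1 in R 4.3.3. A linear model with 1 mean per group was fitted to all 12 arrays, the spread was moderated with a mean-dependent trend (12.6 residual degrees of freedom with the prior), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05. The 5 comparisons were genotype in air, genotype after O3, O3 in WT, O3 in Nfkb1-deficient mice, and the genotype by O3 interaction, which is the O3 change in Nfkb1-deficient mice minus that in WT mice. Where an array of the dimmer group lay at or below the 20th percentile of its normalised values (a log2 signal of 4.37), the fold of a named gene is given as at least the ratio with lower values raised to that level, a rule added after the data were seen. Errors of log2 differences are standard errors from this model, and n is 3 arrays per group throughout. The smallest two-sided p of an exact test of 3 against 3 arrays is 0.1, so that single genes have no exact test that could pass the threshold.

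A total of 38 gene lists covering pathways and cell type markers was fixed before the data were examined, as were the tests, the rule for naming genes and the alternatives, except where stated. Of these lists, 4 consist of genes that the study singled out on these same arrays and are not independent evidence. Some other lists hold such genes among their measured members. These were 6 of 19 interferon-gamma-inducible genes, 5 of 14 NK and cytotoxic lymphocyte markers and 4 of 15 MHC class I antigen processing genes. They were also 4 of 31 type I interferon-stimulated genes and 3 of 9 dendritic cell markers, among others. Such lists are therefore only partly independent of the study. Lists were tested with camera in limma, with a preset inter-gene correlation of 0.01 and adjustment over the 38 lists of a comparison. Camera was repeated with a correlation estimated for each list, and fry, which asks whether the genes of a list move on balance one way and compares them with no other genes, was run beside it. For each list, calls were counted over all genes tested and adjusted over the list alone. Named genes were, for each comparison, up to 10 rises and 10 falls with the largest change among called genes whose 2 groups did not overlap and whose higher mean exceeded the median gene, up to 4 members of each list with the smallest p, and the members of the study-named lists. A few further genes, mostly ones given with values and no call, and the genes shared between comparisons were named after their values were seen.

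The procedure was tested on simulated data with the means and residual spread of the real arrays and known changes in a set of genes with signals above the median. For genotype in air, where 17446 genes were tested, 83.6% of genes changed 2-fold were recovered and 43.3% of those changed 1.5-fold, with 9 false calls among 159. For genotype after O3 (17463 genes) the same shares were 83.6% and 46.3%. For O3 in WT (17473 genes) they were 89.6% and 52.2%, and for O3 in Nfkb1-deficient mice (17443 genes) 77.6% and 49.3%. None of the lists was called in these simulations (0 of 38 in each comparison). The match was to means and spread and not to the correlation between genes of a list. That correlation was estimated on the real arrays at 0.285 for interferon-gamma-inducible genes and 0.666 for G2/M and mitosis genes. The simulations therefore cannot tell how often such lists are called falsely.

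Alternatives covered the scaling between arrays, an offset of 32 before the log2 step, the filter, the spread model, array weights, a replicate block, the handling of several probe sets, the 6 arrays of a comparison alone, the plain tests named in the methods of the study, removal of genes within 20 Mb of Nfkb1, and omission of each array in turn. The omission of a pair of doubted arrays was added after the data were seen. Other splits of the arrays were counted for each comparison. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.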

Results

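Gene expression was measured in homogenised left lung from WT and Nfkb1-deficient mice, which lack the p50/p105 subunit of NF-κB, after filtered air or 48 h of 0.3 ppm O3, with 3 mice in each of the 4 groups. The comparisons ask which lung genes depend on Nfkb1 at baseline and after O3, and whether O3 acts differently in the 2 genotypes. The median signal was between 99.14 and 121.2 in 11 of the arrays and 180.1 in Nfkb1KO-Air replicate 1. The rank correlation of that array with the others was 0.916 to 0.93, whereas the others correlated with each other at 0.947 to 0.97. Skeletal muscle transcripts differed between lung pieces. Myh4, a fast muscle myosin, had a log2 signal of 12.3 in WT-Air replicate 3 and of 0.7 to 7.9 in the other arrays.

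In air, Nfkb1-deficient lungs carried an interferon signature. Of 31 measured type I interferon-stimulated genes, 16 were higher than in WT-Air and 0 were lower, with a median log2 difference of 1.02 (27 higher when adjusted over the list alone). The antiviral enzyme Oas2 was 6.18-fold higher (log2 2.63 ± 0.29, adjusted p = 0.0019), Oas1a 3.86-fold (log2 1.95 ± 0.14, adjusted p = 9.5e-05), and Irf7, the transcription factor that amplifies interferon production, 3.65-fold (log2 1.87 ± 0.17, adjusted p = 0.00037). The antiviral genes Rsad2 and Oasl2 were 4.36-fold and 4.33-fold higher, and Slfn4, an interferon-responsive gene of myeloid cells, was 6.53-fold higher. The list was called by camera (adjusted p = 1.6e-41) and stayed called with an estimated correlation (adjusted p = 0.00054).

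Acute-phase and cytotoxic cell genes were also higher in Nfkb1-deficient lungs in air. Saa3, serum amyloid A3, was 8.12-fold higher (log2 3.02 ± 0.26, adjusted p = 0.00037), and 2 of 16 acute-phase genes were called, the other being Lrg1 at 2.24-fold (list adjusted p = 0.023 with an estimated correlation). The granzymes Gzma and Gzmb, proteases of cytotoxic lymphocytes, were 2.74-fold and 2.56-fold higher. They were the 2 of 14 NK and cytotoxic lymphocyte markers called, while all 14 had a positive difference (median 0.77, list adjusted p = 0.033 with an estimated correlation). Among 11 neutrophil markers, 1 was called, S100a8 at 2-fold higher, and the median difference was 0.88 (list adjusted p = 0.033 with an estimated correlation). Of 19 interferon-gamma-inducible genes, Irgm1 (1.87-fold) and Gbp3 (2.23-fold) were called, the median was 0.48, and the list was not called with an estimated correlation (adjusted p = 0.092). Of 15 genes of MHC class I antigen processing, only B2m was called at 1.37-fold higher, and the list had an adjusted p = 0.3 with an estimated correlation. The median of that list was 0.11. It was -0.16 when arrays were centred on their medians, where the median of all genes was -0.2, so that the list did not lie below all genes.

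Among called genes whose groups did not overlap, the largest falls in air were in Marco, a scavenger receptor of alveolar macrophages, at 3.38-fold lower (log2 -1.76 ± 0.22, adjusted p = 0.0046), and Rbm45, an RNA-binding protein, at 3.18-fold lower (log2 -1.67 ± 0.16, adjusted p = 0.00077). Atp10d, Dclk1 and Bex1 were 2.77-fold, 2.67-fold and 2.29-fold lower. Jchain, the immunoglobulin joining chain, was 13-fold lower but was not called (log2 -3.7 ± 0.84, adjusted p = 0.11), with log2 signals of 8.8 to 12.9 in WT-Air and 5.9 to 8.1 in Nfkb1KO-Air. Of 27 canonical NF-κB targets, 0 were called by limma, against 2 higher and 1 lower when adjusted over the list alone, and Il6, below the lower limit in all 3 WT-Air arrays, was at least 1.81-fold higher without a call (fitted log2 1.44 ± 0.37, adjusted p = 0.15). Skeletal muscle markers had a median of -2.27, with 0 of 10 called (list adjusted p = 0.45 with an estimated correlation). Of the study-named genes, which are not independent evidence, 6 of 18 in the list higher in air and 1 of 5 in the list lower in air were called in the stated direction. All 18 had a positive and all 5 a negative difference. Adjusted over the list alone, 17 of the 18 were higher and all 5 lower.

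In all, 60 of 17569 genes were called for genotype in air, 45 higher and 15 lower, and 1986 had an unadjusted p under 0.05 where chance gives 878. The count rested on single arrays: it was 93 without WT-Air replicate 1, 37 without WT-Air replicate 3, 32, 31 and 15 without Nfkb1KO-Air replicates 1, 2 and 3, and 38 without Nfkb1KO-O3 replicate 1. It was 9 with arrays centred on their medians, 13 without the trend in the spread, 38 with the mean of a gene's probe sets, 30 with the 6 air arrays alone and 32 without the 2 arrays that stand apart.

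After O3, interferon-gamma-inducible genes showed the widest genotype gap of the lists fixed here other than those named by the study. Of 19 measured, 13 were higher in Nfkb1KO-O3 than in WT-O3 and 0 lower (15 higher when adjusted over the list alone), with a median log2 difference of 2.09 (list adjusted p = 3.5e-46, and 0.002 with an estimated correlation). The immunity-related GTPases Igtp, Iigp1 and Irgm2 were 10-fold, 6.72-fold and 5.42-fold higher, the guanylate-binding proteins Gbp6 and Gbp3 10.6-fold and 7.59-fold, and Ifi47 4.63-fold (log2 2.21 ± 0.13, adjusted p = 7.1e-06). Cd274, which encodes the immune checkpoint ligand PD-L1, was 7.91-fold higher (log2 2.98 ± 0.25, adjusted p = 3.5e-05). Gm4951 was at least 19.4-fold higher, since 1 WT-O3 array lay at or below the lower limit set for signals (fitted log2 4.69 ± 0.61, adjusted p = 0.0021). Gbp2, Gbp3 and Gbp7 lie within 20 Mb of Nfkb1, where DNA of the strain that carried the targeted allele can persist.

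Type I interferon-stimulated genes were again higher, 15 of 31 called with a median of 0.91 (adjusted p = 0.00035 with an estimated correlation), including Oas2 at 5.5-fold and Irf7 at 2.77-fold. In MHC class I antigen processing, 5 of 15 genes were higher, among them Tap1 (3.65-fold), Psmb9 (2.93-fold) and Psmb8 (2.5-fold), with a median of 0.3 (adjusted p = 0.01 with an estimated correlation). Tap1 has 4 probe sets of which 3 went the same way, and it was not called when its probe sets were averaged (adjusted p = 0.68). NK and cytotoxic lymphocyte markers were higher, 10 of 14 called with a median of 1.62 (adjusted p = 0.0022 with an estimated correlation), led by Gzma at 7.38-fold, Gzmb at 6.39-fold and Ccl5 at 4.5-fold. Of 11 neutrophil markers, S100a8 and S100a9 were called at 2.46-fold and 2.65-fold higher, with a list median of 0.87 (adjusted p = 0.0042 with an estimated correlation). Saa3 was 3.78-fold higher, the 1 of 16 acute-phase genes called (median 0.65, adjusted p = 0.041 with an estimated correlation).

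Psca, prostate stem cell antigen, was at least 65.1-fold lower in Nfkb1KO-O3 than in WT-O3 (fitted log2 -6.45 ± 0.66, adjusted p = 0.00028). Its log2 signal was 10.4 to 10.7 in WT-O3 and 3.7 to 4.7 in Nfkb1KO-O3, where 2 arrays lay below the lower limit. Fbp2, a gluconeogenic enzyme, was 8.89-fold lower (log2 -3.15 ± 0.58, adjusted p = 0.026), Sprr1a, a cornified envelope protein of injured epithelium, 2.63-fold, Edn1, the vasoconstrictor endothelin 1, 2.04-fold, and Gclc, a subunit of the enzyme that limits glutathione synthesis, 1.77-fold. Of 35 measured G2/M and mitosis genes, 0 were called over all genes tested by limma and 8 were lower when adjusted over the list alone, but all 35 had a negative difference, with a median of -0.92. That list was called by camera (adjusted p = 3.8e-18) and not with an estimated correlation (adjusted p = 0.17) or by fry (adjusted p = 0.091). Kif20a, a mitotic kinesin, differed by -1.6 ± 0.44 (adjusted p = 0.17) and Pttg1, securin, by -1.47 ± 0.41 (adjusted p = 0.18). Pttg1 already differed by -1.82 ± 0.41 in air (adjusted p = 0.11), and its interaction was 0.35 ± 0.58 (adjusted p = 0.94). G1/S and DNA replication genes had a median of -0.42 with 0 of 26 called (adjusted p = 0.29 with an estimated correlation). Of 9 dendritic cell markers, 0 were called and 4 were lower when adjusted over the list alone, with a median of -0.73 (adjusted p = 0.022 with an estimated correlation). The chemokine Ccl22 differed by -1.69 ± 0.36 (adjusted p = 0.06). Skeletal muscle markers had a median of 1.94, with 0 of 10 called (adjusted p = 0.39 with an estimated correlation).

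For genotype after O3, 127 genes were called, 97 higher and 30 lower, and 1657 had an unadjusted p under 0.05 where chance gives 878. Of the study-named genes, which are not independent evidence, 15 of 21 in the list higher after O3 were called higher. In that list 20 of 21 had a positive difference, and 18 were higher and 1 lower when adjusted over the list alone. Of 15 in the list lower after O3, 5 were called lower and 1, S100a8, higher. In that list 14 of 15 had a negative difference, and 13 were lower and 1 higher when adjusted over the list alone. Il6, a member of the list higher after O3, was not called, with a log2 difference of 1.16 ± 0.37 (adjusted p = 0.26). The paper reports higher Il6 mRNA by qRT-PCR in Nfkb1-deficient mice, and more IL-6 protein by ELISA after O3. The count was 61 without WT-O3 replicate 2, 51 without Nfkb1KO-O3 replicate 1 and 80 without Nfkb1KO-O3 replicate 3. It was 78 with arrays centred on their medians, 66 without the trend in the spread and 395 with array weights.

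The genotype differences in air and after O3 were compared. Their group means come from disjoint sets of arrays, but the spread of each gene was estimated from all arrays together. The calls in air and after O3 are therefore not independent. The numbers that independent lists would share are a reference only, not the value expected without a shared effect. The calls shared 24 higher genes, where independent lists would share 0.25, and 4 lower genes, where they would share 0.026, and 0 genes were called in opposite directions. The shared higher genes included Oas1a, Oas2, Irf7, Rsad2, Saa3, Slfn4, Gzma and Gzmb, and the shared lower genes were Rbm45, Atp10d, Bex1 and Fmo1. Of the 159 genes called in either exposure, 96.9% differed in the same direction in both, and over all genes, which are not independent replicates, the Spearman correlation was 0.176. The 28 shared genes became 10 without Nfkb1KO-Air replicate 3, 15 without Nfkb1KO-O3 replicate 1, 6 with arrays centred on their medians and 9 without the trend in the spread.

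**Figure D1:**
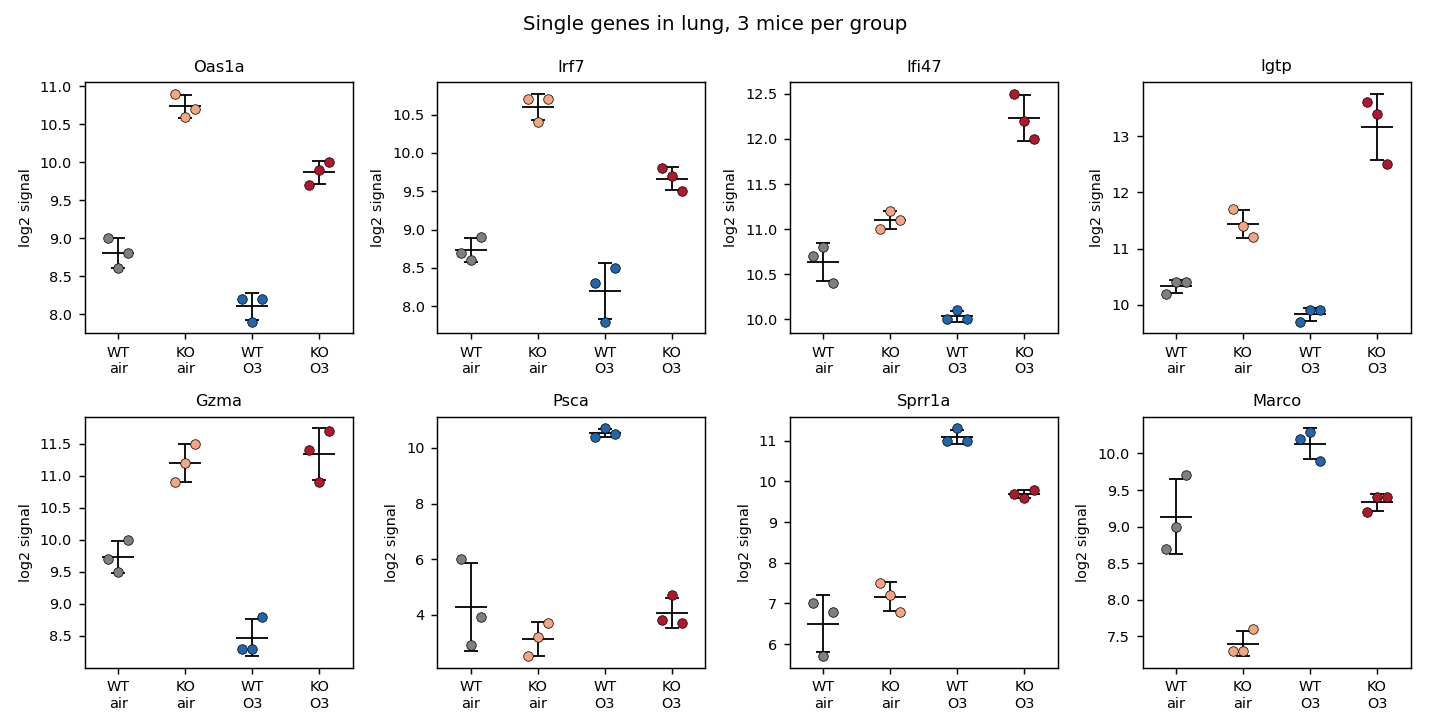
Log2 signal of 8 genes in each of the 12 arrays, by group, with 3 mice per group. Dots are single mice, and horizontal bars with whiskers are group means ± SD. Oas1a and Irf7 were higher in both Nfkb1-deficient groups, whereas Psca reached 10.4 to 10.7 in WT-O3 alone.

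In WT mice, O3 induced epithelial injury and repair genes. Of 14 measured, 11 rose and 0 fell, with a median log2 change of 0.98 (adjusted p = 0.011 with an estimated correlation). Sprr1a rose 24-fold (log2 4.59 ± 0.27, adjusted p = 1.1e-05), Tnfrsf12a 3.48-fold, the tight junction gene Cldn4 2.8-fold and the keratin Krt18 1.8-fold. Psca rose at least 48.6-fold (fitted log2 6.23 ± 0.66, adjusted p = 0.00049), Ereg, which encodes a ligand of the epidermal growth factor receptor, at least 15.7-fold, Timp1, an inhibitor of matrix metalloproteinases, 9.02-fold, and the chemokine Ccl17 6.19-fold. Cyp1a1, a xenobiotic-metabolising enzyme, fell 6.84-fold (log2 -2.77 ± 0.33, adjusted p = 0.00086), and the matrix gene Fbln1 fell 2.77-fold.

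Some inflammatory and acute-phase genes rose with O3 in WT mice. Il6, which lay below the lower limit in all 3 WT-Air arrays, rose at least 7.31-fold (fitted log2 3.45 ± 0.37, adjusted p = 0.00049) and Ccl2, a monocyte chemokine, 3.65-fold, among 5 of 27 canonical NF-κB targets that rose (median 0.25, list adjusted p = 0.11 with an estimated correlation). Saa3 (4.44-fold), Lcn2 (3.87-fold) and Socs3 (2.67-fold) were among 5 of 16 acute-phase genes that rose (adjusted p = 0.11 with an estimated correlation). Of 35 G2/M and mitosis genes, 10 rose, including Aurkb at 4.54-fold and Cdk1 at 3.49-fold, and 0 fell. Adjusted over the list alone, 25 rose and 1 fell. The list had a median of 1.19 (list adjusted p = 3.1e-14, but 0.26 with an estimated correlation). Of 19 cholesterol biosynthesis genes, 9 rose, among them Fdps at 2.48-fold and Idi1 at 1.77-fold (median 0.69, adjusted p = 0.088 with an estimated correlation).

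Some interferon and cytotoxic cell genes fell with O3 in WT mice, though these lists were not called with an estimated correlation. Of 19 interferon-gamma-inducible genes, 5 fell, including Gbp6 at 2.87-fold and Gbp2 at 1.93-fold (median -0.5, adjusted p = 0.26 with an estimated correlation). Of 31 type I interferon-stimulated genes, 5 fell and 1, Ifit3, rose (median -0.32, adjusted p = 0.11 with an estimated correlation). Of 14 NK and cytotoxic lymphocyte markers, 4 fell, including Eomes at 3.55-fold and Gzma at 2.42-fold (median -0.86, adjusted p = 0.12 with an estimated correlation). Of 9 MHC class II genes, 3 fell, H2-Ab1, H2-Eb1 and H2-Aa (median -0.56, adjusted p = 0.32 with an estimated correlation). Of 10 ciliated cell markers, 2 fell and all 10 had a negative change (7 lower when adjusted over the list alone, median -0.53, adjusted p = 0.3 with an estimated correlation). Of 16 heat shock proteins, 5 fell, including Hspb1 at 1.56-fold and Hsph1 at 1.78-fold, and 1 rose. Skeletal muscle markers had a median of -2.86, with 0 of 10 called (adjusted p = 0.33 with an estimated correlation). In all, 949 genes were called for O3 in WT mice, 555 higher and 394 lower. The poly-A spike-in controls averaged 9.31 ± 0.27 (SD, n = 6) on the log2 scale in O3 arrays and 9.79 ± 0.22 in air arrays, and the hybridisation controls 11.7 ± 0.04 and 11.91 ± 0.09 (exact p = 0.0043 for each), a difference with exposure that both O3 comparisons include. The count was 531 and 439 without WT-Air replicates 1 and 3, and 467, 292 and 440 without WT-O3 replicates 1, 2 and 3. It was 87 with arrays centred on their medians, 76 higher and 11 lower, 435 without the trend in the spread, 524 with the mean of a gene's probe sets and 1548 with array weights.

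In Nfkb1-deficient mice, some epithelial, inflammatory and cholesterol biosynthesis genes also rose with O3. Epithelial injury and repair genes rose, 8 of 14 with a median of 0.96 (adjusted p = 0.041 with an estimated correlation), with Sprr1a at 5.79-fold (log2 2.53 ± 0.27, adjusted p = 0.00093) and Tnfrsf12a at 3.25-fold. Timp1 rose 6.68-fold, Ccl2 5.62-fold, Il6 9.04-fold (log2 3.18 ± 0.37, adjusted p = 0.001) and the matrix glycoprotein Thbs1 3.99-fold. Marco rose 3.82-fold, and Nfil3, a transcription factor of the circadian and lymphoid programmes, rose 4.34-fold. Of 27 canonical NF-κB targets, 7 rose (median 0.44, adjusted p = 0.095 with an estimated correlation), and 7 of 19 cholesterol biosynthesis genes rose, among them Pmvk at 3.51-fold (adjusted p = 0.11 with an estimated correlation).

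Of 19 interferon-gamma-inducible genes, 11 rose with O3 in Nfkb1-deficient mice, and the list had a median of 0.91 (adjusted p = 0.095 with an estimated correlation), including Cd274 at 4.85-fold (log2 2.28 ± 0.25, adjusted p = 0.00093) and Igtp at 3.34-fold. Type I interferon-stimulated genes went the other way, with 7 of 31 lower, including Irf7 at 1.89-fold and Oas1a at 1.8-fold (median -0.45, adjusted p = 0.095 with an estimated correlation). Clca1, Agr2 and Muc5b, which mucous cells express, fell. The fall was 10.4-fold for Agr2, 7.01-fold for Muc5b and at least 54.9-fold for Clca1. Mean log2 signals in Nfkb1KO-Air were 9.41, 11.69 and 10.23 for these genes, against 6.02, 9.81 and 5.57 in WT-Air. The genotype difference in air was not called for Muc5b (adjusted p = 0.25) or Clca1 (adjusted p = 0.13). After O3 the means were 6.03, 8.88 and 3.24 in Nfkb1KO-O3 and 4.95, 8.13 and 1.3 in WT-O3. The falls thus began from higher means and did not end below WT-O3. For Clca1 the fitted fall was log2 -6.99 ± 1.13 (adjusted p = 0.005), and its other probe set gave -0.43. Of 9 club and secretory cell markers, 1 fell, Muc5b, and the list was not called (median -0.07, adjusted p = 0.62). Of 10 ciliated cell markers, 7 fell, including Rsph1 at 1.95-fold (median -0.89, adjusted p = 0.16 with an estimated correlation), and of 9 smooth muscle markers, 6 fell, including Myh11 at 2.78-fold (median -0.72, adjusted p = 0.16 with an estimated correlation). The clock gene Dbp fell 3.81-fold and Cyp1a1 3.98-fold. Of 35 G2/M and mitosis genes, 0 were called by limma and 0 when adjusted over the list alone, with a median of 0.12, which became -0.34 without Nfkb1KO-Air replicate 1. In all, 1086 genes were called, 589 higher and 497 lower. The count was 555 without Nfkb1KO-Air replicate 1, and 366, 682 and 694 without Nfkb1KO-O3 replicates 1, 2 and 3. It was 308 with arrays centred on their medians, 289 higher and 19 lower, 528 without the trend in the spread, 584 with the mean of a gene's probe sets, 448 with the 6 arrays alone, 1747 with array weights and 630 without the 2 arrays that stand apart.

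**Figure D2:**
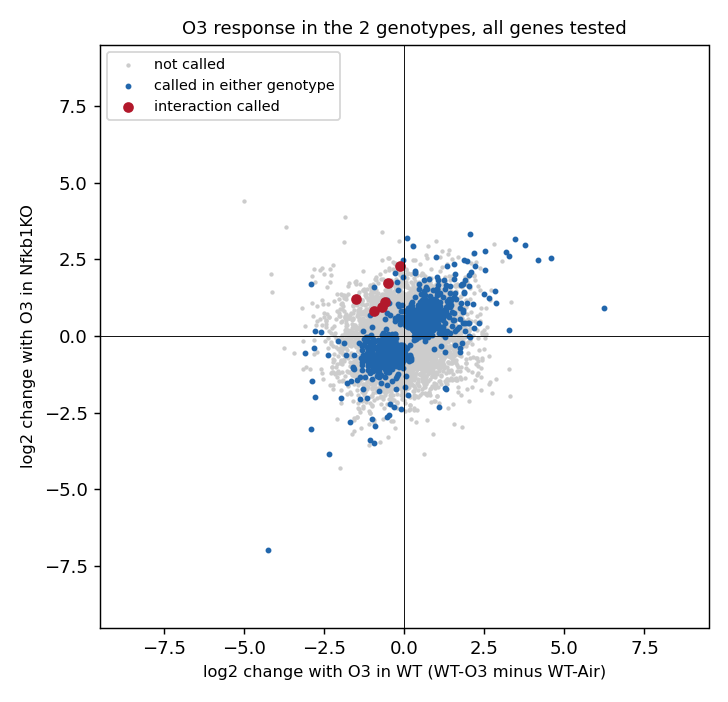
Log2 change with O3 in Nfkb1-deficient mice against that in WT mice, for the 17569 genes tested, with 3 arrays per group. Grey dots are genes not called, blue dots genes called in either genotype, and red dots the 6 genes called for the interaction, which lie above the diagonal.

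The O3 responses of the 2 genotypes shared 303 higher genes, where independent lists would share 19, and 165 lower genes, where they would share 11, and 6 genes were called in opposite directions. These calls also rest on a spread estimated from all arrays together, so the values for independent lists are again a reference only. Of the 1561 genes called in either genotype, 94.6% moved in the same direction in both. Across all genes the Spearman correlation was 0.356.

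The interaction tested whether the O3 response itself differed between genotypes. All 6 genes called with the 12 arrays were higher, and all belong to the interferon-gamma-inducible list: Gbp6, Cd274, Igtp, Gbp2, Ifi47 and Gbp7. Gbp6 fell in WT mice and had a group mean of 11.83 ± 0.63 (SD, n = 3) on the log2 scale in Nfkb1KO-O3 against 8.42 ± 0.42 in WT-O3, giving an interaction of 2.72 ± 0.38 (adjusted p = 0.031). For Ifi47 the interaction was 1.73 ± 0.18 (adjusted p = 0.007). Of the 19 interferon-gamma-inducible genes, 17 had a positive interaction and 14 were called when adjusted over the list alone, with a median of 1.65 (list adjusted p = 3.3e-28, and 0.017 with an estimated correlation). Type I interferon-stimulated genes had a median interaction of -0.02 and the list was not called (adjusted p = 0.19). The single interactions of Psca (fitted -5.32 ± 0.93 with most arrays outside WT-O3 below the lower limit, adjusted p = 0.11), Sprr1a (-2.05 ± 0.39, adjusted p = 0.17), Nfil3 (1.78 ± 0.35, adjusted p = 0.21) and Cdk1 (-2.02 ± 0.54, adjusted p = 0.64) did not pass over all genes tested (unadjusted p = 8e-05, 0.00017, 0.00024 and 0.0026). Adjusted over the list alone, 3 epithelial injury and repair genes and 2 G2/M genes had a negative interaction. Among 17 clock genes 1 had a positive and 3 a negative one, as among 16 acute-phase genes. On this measure 5 MHC class I antigen processing, 4 skeletal muscle, 3 NK and cytotoxic lymphocyte and 1 erythroid gene had a positive interaction. For 4 smooth muscle, 2 dendritic cell and 1 G1/S gene it was negative. Of the study-named genes, which are not independent evidence, Ifi47 and Gbp2 were called. Adjusted over the list alone, 10 of 15 in the list lower after O3 had a negative interaction and 1 a positive one. In the list higher after O3, 13 of 21 had a positive interaction and 1 a negative one on that measure.

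The interaction count was small, with 1065 genes at an unadjusted p under 0.05 where chance gives 878. It was 2 without WT-Air replicate 2, Nfkb1KO-Air replicate 2, Nfkb1KO-O3 replicate 1 or Nfkb1KO-O3 replicate 2, and 1 without WT-O3 replicate 1, WT-O3 replicate 2, Nfkb1KO-Air replicate 1 or Nfkb1KO-Air replicate 3. It was 11 with the deposited scaling, 10 with arrays centred on their medians, 0 without the trend in the spread and 15 with array weights. Without WT-Air replicate 3, 4 genes were called, 2 higher and 2 lower, of which 2 were among the 6. Without the 2 arrays that stand apart, 4 were called, 1 higher and 3 lower, of which 1 was among the 6, so that the genes called depend on these arrays.

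**Figure D3:**
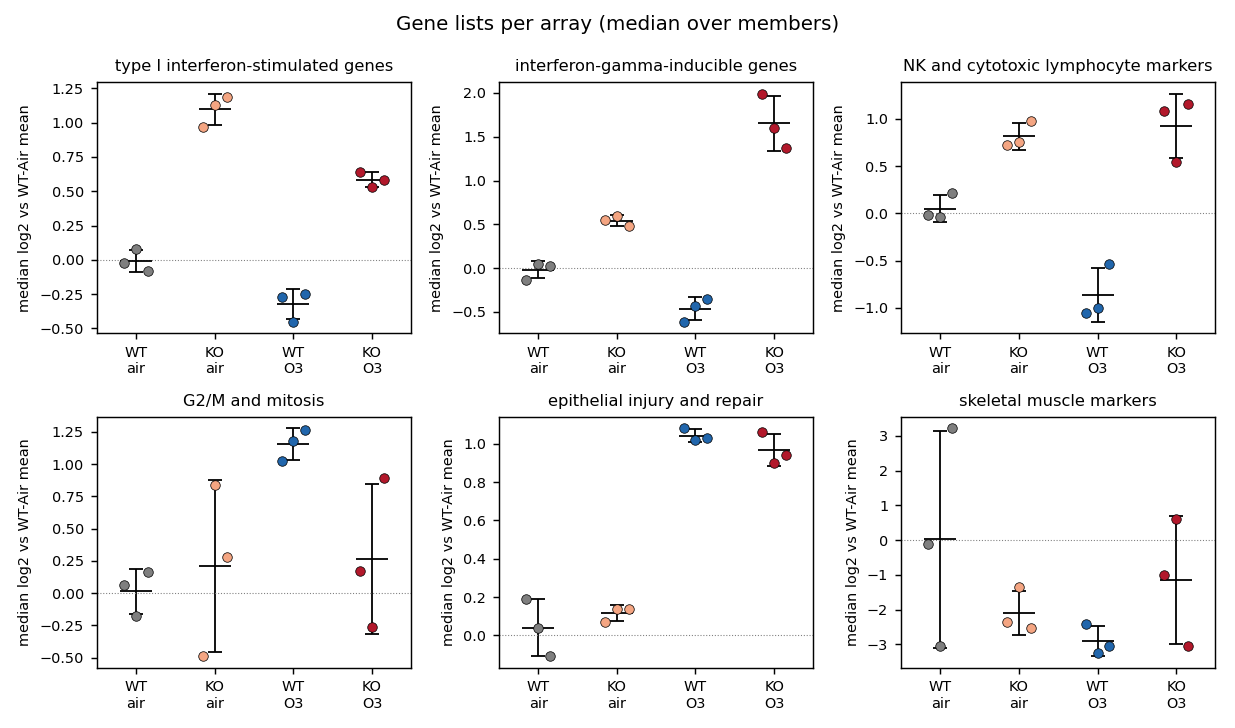
Median log2 signal of 6 gene lists in each array, relative to the WT-Air mean, by group, with dots for single mice and bars for group means ± SD (n = 3). Interferon-gamma-inducible genes reached 1.65 ± 0.32 in Nfkb1KO-O3 and -0.46 ± 0.13 in WT-O3, and skeletal muscle markers reached 3.21 in WT-Air replicate 3.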

Values the study reported

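The study reported 1395 genes that differed between Nfkb1-deficient and wild-type lungs in air by a t-test at p under 0.05. In air it gave fold differences of 6.20 for Saa3 and 3.34 for Irf7. After 48 h of O3 it gave fold differences of -10.87 for Psca, 5.07 for Gzmb and 4.24 for Ifi47.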

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

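The tests of explanations below were chosen only after the results were seen, except the test for sequence variants and the counts over other splits of the arrays. The genes and lists in this paragraph were picked out because they passed the test of the interaction, for lists by camera with the preset correlation. For single genes the log2 interactions were 2.72 for Gbp6, 2.42 for Cd274, 2.25 for Igtp, 1.78 for Gbp2, 1.73 for Ifi47 and 1.65 for Gbp7. Among gene lists, camera called the interferon-gamma-inducible genes (median 1.65). This was the 1 list not named by the study that was also called with an estimated correlation (adjusted p = 0.017). Camera called NK and cytotoxic lymphocyte markers as well (0.86, but adjusted p = 0.11 with an estimated correlation). It also called MHC class I antigen processing (0.21, 0.11 with an estimated correlation), G2/M and mitosis (-1.09, 0.23), G1/S and DNA replication (-0.5, 0.35) and epithelial injury and repair (-0.26, 0.18). Extracellular matrix and fibroblast (-0.23, 0.47 with an estimated correlation), dendritic cell markers (-0.54, 0.11) and ciliated cell markers (-0.28, 0.49) were called as well. So were smooth muscle markers (-0.55, 0.22) and skeletal muscle markers (3.64, 0.23). Camera also called the study-named lists lower in air (0.9, 0.11), higher after O3 (0.98, 0.013) and lower after O3 (-1.38, 0.017). These study-named lists are not independent evidence.

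Interferon-gamma-inducible genes had a larger genotype gap after O3 than in air. Without Nfkb1KO-Air replicate 1, the array that stands apart, the list's median interaction was 1.67 against 1.65 with all arrays (camera adjusted p = 1e-26), which argues against that array as the source. The 16 members elsewhere in the genome had a median of 1.4 with 14 above 0. That argues against passenger DNA acting only on the genes beside Nfkb1 as the whole explanation. Whether passenger DNA there affects genes elsewhere was not tested. For the 3 members beside Nfkb1 (median 1.77), strain DNA and deletion cannot be told apart. The strain origin of the DNA there was not measured in any array, and the paper gives the wild-type mice as B6129PF2/J. NK and cytotoxic markers changed by 0.08 with O3 in Nfkb1-deficient mice against 0.91 for the interferon-gamma-inducible genes (difference of the list scores over arrays -1 ± 0.29, SE, n = 3), which argues against RNA of more such cells for the rise in those mice. In WT mice they changed by -0.86 against -0.5 (difference of the scores -0.47 ± 0.14), and their own interaction was 0.86 with 14 of 14 positive, so that RNA of fewer such cells after O3 in WT may account for part of the gap, and this and strain background stay open beside an effect of p50.

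The G2/M list was lower in Nfkb1-deficient mice than in WT mice after O3 by camera with the preset correlation, though 0 of 35 genes were called by limma and the list was not called with an estimated correlation (adjusted p = 0.17) or by fry (adjusted p = 0.091). With each array left out in turn, the median difference of the G2/M list ran from -0.66 to -1.2, against -0.92 with all arrays, which argues against 1 array as the source. Alveolar, airway and endothelial markers (50 in all) had a median difference of -0.06, and their score over arrays differed by -0.01 ± 0.04 (SE, n = 3). That pooled score argues against dilution of lung RNA by other tissue as the whole source. Its parts differed. Endothelial markers had a median of -0.25, with 11 of 12 negative (camera adjusted p = 0.00014, but 0.29 with an estimated correlation). Alveolar type 1 and type 2, club and ciliated cell markers had medians of -0.1, -0.07, 0.09 and 0.11. Skeletal and cardiac muscle markers had median differences of 1.94 and 0.66. Within Nfkb1KO-O3 the G2/M score fell from 0.89 to -0.26 as the skeletal muscle score rose from -3.04 to 0.62. Over the same arrays the endothelial score fell from -0.18 to -0.6. Within WT-Air the G2/M and skeletal muscle scores were both lowest in replicate 2 and highest in replicate 3. A part played by other tissue therefore stays open. A smaller proliferative response to O3 without p50 may account for the difference if it holds, and strain background was untested. The paper cites earlier work in which centriacinar cells proliferated significantly less after O3 in Nfkb1-deficient mice. By Western blot it also reports that nuclear CCNB1 protein depended on NF-κB1 after O3. Those measurements lie outside the arrays used here.

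The 28 genes called by genotype in the same direction in air and after O3 could reflect passenger DNA acting on the genes beside Nfkb1. However, 1 of them lies there, among 193 genes tested in that region. Effects of passenger DNA on genes elsewhere, and strain background elsewhere in the genome, were untested for these genes. A sequence variant under 1 probe set of the gene stays open, since of 6 shared genes with several probe sets, 4 had other probe sets going the same way in both exposures. For the other shared genes there was no second probe set to compare.

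Other splits of the arrays were counted for each comparison. For genotype in air, the real split gave 60 genes and the highest other split 2, for genotype after O3 127 and 1, for O3 in WT 949 and 1, and for O3 in Nfkb1-deficient mice 1086 and 0. In each, 1 of 10 splits, the real one, gave as many genes, and 10 splits are too few for a share under 0.05. For the interaction, 11 of 100 drawn splits, the real one included, gave at least the 6 genes called, and the highest other gave 37, so that chance was not excluded for that count. Exchanging the genotype labels within O3 alone, a split not among those drawn, gave 347 genes and points to a structure of the samples, the genotype difference shared by both exposures. The drawn splits can carry part of that difference, so that they cannot decide whether the interaction count arose by chance.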

How the results depend on the processing

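The alternatives that keep the control probe sets and leave out the 2 doubted arrays (WT-Air replicate 3 and Nfkb1KO-Air replicate 1) were chosen only after the data were seen, and where no cause is given below, the cause was not tested. Counts below are in the order genotype in air, genotype after O3, O3 in WT, O3 in Nfkb1-deficient mice and interaction. The number of arrays limits the precision of all of them. Arrays centred on their medians gave 9, 78, 87, 308 and 10 genes, with 6 shared between the genotype comparisons, and put the median of all genes at -0.2 in air and at 0.25 for O3 in Nfkb1-deficient mice and for the interaction (-0.01, -0.01 and 0.01 without it). Without the trend in the spread the counts were 13, 66, 435, 528 and 0, with 9 shared. Array weights gave 395 genes after O3, 1548 and 1747 for O3 in WT and in Nfkb1-deficient mice, and 15 for the interaction. The deposited scaling gave 11 for the interaction and put the median of all genes at -0.12 for O3 in Nfkb1-deficient mice. The mean of a gene's probe sets gave 38 in air, 524 and 584 for O3 in WT and in Nfkb1-deficient mice. The 6 arrays of a comparison alone gave 30, 168, 817 and 448. Without the 2 doubted arrays genotype in air gave 32 and O3 in Nfkb1-deficient mice 630. With the control probe sets kept the counts were 60, 127, 947, 1083 and 6, and without genes beside Nfkb1 they were 58 and 124 for genotype in air and after O3.

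With 1 array left out, the counts ran from 15 to 93, 51 to 149, 292 to 1316, 366 to 1115 and 1 to 9, and shared genotype genes from 10 to 31. Lists called ran from 16 to 19, 23 to 28, 18 to 26, 15 to 18 and 12 to 18. With an estimated correlation camera called 7, 11, 2, 1 and 3 lists, and fry called 8, 11, 15, 12 and 6. A plain t-test at an unadjusted p under 0.05 gave 1182 genes in air, with 1.5-fold as well 510 in air and 676 after O3, and with Benjamini-Hochberg adjustment 0, 5, 5 and 1 (limma without adjustment gave 1986 in air). A two-way ANOVA gave 2241 genes for genotype unadjusted and 198 adjusted, and 1053 and 0 for the interaction. Replicate numbers did not pair the arrays, since the 18 pairs with the same number had correlations of -0.47 to 0.38, and a replicate block gave 45, 100, 725, 860 and 4.

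Some results changed sign. The median of alveolar type 2 cell markers for the interaction was 0.13 with the deposited scaling. With arrays centred on their medians, MHC class I antigen processing in air was -0.16, heat shock proteins with O3 in Nfkb1-deficient mice 0.37 and Ephx1 in that comparison 0.03. In air MHC class I stayed above the median of all genes, while the other 2 results moved by more than that median did. G2/M genes with O3 in Nfkb1-deficient mice were at -0.34 without Nfkb1KO-Air replicate 1 and at -0.35 without the 2 doubted arrays, and ran to 0.39 without Nfkb1KO-Air replicate 2. Tap1 with O3 in WT was at 0.33 with the mean of its probe sets, which go both ways.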

Other observations

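Some circadian transcription factors changed with O3 in Nfkb1-deficient mice, in opposite directions. Nfil3 rose, while the clock repressors Nr1d1 and Nr1d2 fell 2.44-fold and 1.52-fold and Dbp fell 3.81-fold. The other probe set of Nr1d2 gave a log2 change of 0.54. Of 17 clock genes, 1 rose and 3 fell, and the list was not called (median -0.06, adjusted p = 0.79). In WT mice Per2 and Bhlhe40 rose 2.14-fold and 1.84-fold with O3. Over all genes tested, no clock gene was called for the interaction (0 of 17 by limma, with Nfil3 at an adjusted p = 0.21 and an unadjusted p = 0.00024). For the interaction camera and fry did not call the list (adjusted p = 0.11 and 0.25), while fry for changes in either direction did (adjusted p = 0.022).

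Ifng itself was near the floor of the arrays, with log2 signals of 1.6 to 3.3 in WT-O3, 3.7 to 4.8 in WT-Air, 4.9 to 5.2 in Nfkb1KO-Air and 4.6 to 5.6 in Nfkb1KO-O3. Trim12a, which encodes a tripartite motif protein, was at 8.9, 9.3 and 3.7 in WT-Air and at 0.1, 8.0 and 7.9 in WT-O3, and between 0.1 and 3.7 in the 6 Nfkb1-deficient arrays. Trim12a was not called for genotype in air (fitted log2 difference -5 ± 1.95, adjusted p = 0.36), and its other probe set gave -0.03. Reg3g, an antimicrobial lectin, was at 12.3 to 13.3 in Nfkb1KO-Air and at 4.2 to 10.6 in WT-Air (log2 difference 5.49 ± 1.78, adjusted p = 0.26). It was at 11.2, 5.7 and 7.2 in WT-O3 and at 9.5, 12.2 and 5.6 in Nfkb1KO-O3, so that the genotypes overlapped after O3.

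Psca after O3 was at least 65.1-fold lower here in Nfkb1-deficient mice. That is a larger difference than the value quoted from the study above. The folds of Saa3, Irf7, Gzmb and Ifi47 were also larger here than the quoted ones. The paper describes values normalised to the mean of wild-type mice in air, which differs from the processing here. The cause of these differences was not tested.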
